A study of Mus musculus with 46 samples.

How the data were processed

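The study measured microglia, the resident macrophages of the brain, from male C57BL/6 mice. RNA sequencing covered 10 libraries in 5 groups of 2. Peak lists covered 20 further libraries: 12 for H3K27ac, a histone mark of active promoters and enhancers, 2 for H3K4me3, a histone mark of promoters, 3 for Rpb2, a subunit of RNA polymerase II, and 3 for open chromatin by ATAC-seq. Another 16 samples of input chromatin were not used here as values of their own. They entered only where the authors' peak calls name them, and no list names the Rpb2 input of PND8. Samples were grouped by the labels alone: assay, age, treatment and Ki67 status. Ki67 is a protein of cycling cells. Per the labels, RNA libraries of postnatal day 8 (PND8) and of repopulation came from mice with a fluorescent Ki67 reporter, whereas cells for chromatin immunoprecipitation were fixed and stained with an antibody to Ki67. Adult RNA libraries came from wild-type mice without the reporter.

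Per the labels, RNA was selected by polyA and made into stranded libraries, and cells were isolated on ice with butyrate and flavopiridol. Per the file headers, the deposited counts were made with HOMER over the exons of its mm10 transcripts, with 1 transcript per gene, without adjustment and with at most 3 tags counted per position. That cap can hold down the counts of short, abundant transcripts. The strand setting and the aligner are not stated there. The table holds 20999 genes, of which 20863 are protein coding, and all 10 of its sample columns were matched to labels. The deposited TPM values (transcripts-per-million) came from the same tool, per the file headers. They summed to between 472498.1 and 486778.7 per library, so the scaling was over more entries than the genes listed. For 4532 genes the TPM table named another transcript than the count table.

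Peaks were called with HOMER on each library separately, not on pooled replicates, per the file headers. For H3K27ac the headers record regions stitched from windows of 500 bp, at least 4 times the input, a false discovery rate of 0.001 and a local background of 10000 bp. The H3K4me3 headers give a Poisson threshold of 0.001 and no false discovery rate. ATAC-seq peaks were called without input, and their headers name no build; their positions were read as mm10, the build of the other lists. The Rpb2 list of PND8 was called against an input made for H3K27ac, per the file headers, while the input of adult replicate 1 is labelled for both marks. The adult H3K27ac and Rpb2 headers also carry the word vehicle, where the labels give no treatment. The signal of a peak is, per the file headers, its tag count normalised to 10000000 tags in the library. The score of a peak is the authors' HOMER peak score. Signal and score were used only to describe or rank peaks within a list. Each header also carries a numeric code that the labels do not explain. Libraries that share a code may share a batch, so comparisons were repeated within codes. There were 4 codes among the RNA libraries and 4 among the H3K27ac libraries.

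Counts were analysed with edgeR 4.0.16 in R 4.3.3. TMM scaling factors and the filterByExpr filter by group left 12230 genes. All 10 libraries entered 1 quasi-likelihood fit with a term per group, so that the 5 groups of 2 shared an estimate of the spread. The common biological coefficient of variation was 0.0957. There were 8 comparisons, and p-values were adjusted by Benjamini-Hochberg within each, with 0.05 as the threshold. CPM (counts-per-million) used TMM-scaled library sizes, and errors are the standard deviation (SD) of 2 libraries or the standard error (SE) of a fitted value. A gene with at most 3 counts in every library of a group was taken as at the floor, which lay between 0.292 and 0.437 CPM in single libraries, and folds against such a group are lower bounds computed at the floor. On simulated counts for 12048 genes with 200 changed genes, the same code called 178 of the 200, all with the right sign, and 5 others. In a contrast with no change it called 1 gene.

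Gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with fry and an estimated correlation beside it. The 6 lists were S phase, G2/M phase, homeostatic microglia, disease-associated microglia, interferon response and dissociation response, the last made of immediate early and heat shock genes. They were tested in 8 comparisons, and p-values were adjusted over the 48 tests. Another 8 marker lists of other cell types (neuron, astrocyte, oligodendrocyte lineage, endothelial, erythroid, border macrophage, monocyte or neutrophil, lymphocyte) served only to weigh RNA from other cells. The overlap of calls between comparisons that share adult libraries was set against 20 simulations of unchanged groups.

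Genes named in the text followed a rule. A panel of Mki67, Top2a, Ccnb1, Mcm5, Pcna, Csf1r, P2ry12, Tmem119 and Apoe was given wherever it bore on a comparison. Per RNA comparison, the 3 genes with the largest log2 fold change in each direction were added. These had to have an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the libraries compared, and symbols of predicted genes were left out. A gene that met this rule is not reported here. The groups, tests, lists, this rule and the alternatives not described as added later were chosen before the data were examined.

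Peak sets were compared by the Jaccard index in base pairs with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Pairs of the same group and of different groups were compared by a permutation test with 100000 resamples over 12 lists, and Ki67 labels by an exact permutation within each context. A promoter was the transcription start site of the counted transcript with 1000 bp on either side, and a peak overlapping it by 1 bp counted. Shares of genes with a promoter peak carry Wilson 95% intervals. They were set against 10000 random lists of the same size, matched on mean expression over the RNA libraries in 50 bins. No genome sequence was used; gene positions are those of the count table, in mm10. Plots were drawn with matplotlib 3.10.9.

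Alternatives were DESeq2 1.42.0, RLE scaling, library sizes only, no filter, a mean of at least 50 counts, only the groups compared, the replicate number as a block, a fold threshold of 2, limma-trend on log2 TPM with pseudocounts of 1 and 0.1 and with or without a filter on low values, and leaving out each library in turn. For peaks they were lists of equal length, only peaks with a score above the list's median, a reciprocal overlap of 50%, promoter windows of 500 and 2500 bp, and peaks in either or both replicates. After the data were seen, 4 alternatives were added: a block within each context, the header code as a batch term, fry with the block, and random lists matched on the adult mean. No group had 3 or more libraries, so other splits of the samples were not counted. PCR copies are not independent molecules, so intervals and floors cover counting error only.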

Results

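The design asked which expression programmes and regulatory marks proliferating microglia share across settings and which depend on the setting. RNA was sequenced from adult microglia at 90 days, from PND8 microglia sorted as Ki67-negative or Ki67-positive, and from microglia at 75 days that were repopulating the brain. Repopulation followed 17 days of PLX5622, a drug that inhibits CSF1R and depletes microglia, and 3 days of recovery, and these cells were sorted by Ki67 as well. Each of the 5 RNA groups had 2 libraries. H3K27ac was profiled in 6 groups of 2: adult, PND8 Ki67-negative and Ki67-positive, Ki67-negative and Ki67-positive cells after 4 weeks of cuprizone, a toxin that removes myelin, and repopulating Ki67-positive cells. Rpb2, H3K4me3 and ATAC-seq had 1 or 2 libraries per group. Adult cells were 60 and 65 days old for H3K27ac and Rpb2, 75 for H3K4me3 and 80 for ATAC-seq. Repopulating cells were 90 days old for H3K27ac and 75 for ATAC-seq. Cuprizone cells were 90 days old. RNA and chromatin were therefore not matched in age throughout.

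RNA libraries held between 6865903 counts (repopulation Ki67-negative replicate 2) and 10287876 counts (PND8 Ki67-negative replicate 2), with 13557 to 14728 genes detected. The 10 genes with the most counts took 1.38% to 1.70% of a library. Replicates correlated across genes at r between 0.978 and 0.990 on log2 CPM, where genes are not independent replicates, and in every group they differed by more than sampling noise, with a chi-square per degree of freedom of 2.55 to 11.5. The first 2 principal components held 42.5% and 38.0% of the variance. H3K27ac libraries had 15233543 to 22888521 tags and 19572 to 30539 peaks, with 32.6% to 69.7% of tags in peaks covering 30.0 to 52.2 Mb. The 3 Rpb2 lists held 10544 to 31602 peaks, the 2 H3K4me3 lists 19232 and 19346, and the 3 ATAC-seq lists 71642 to 95411.

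Mki67 encodes the protein used for sorting (transcript NM_001081117, mm10 chromosome 7, 135689788 to 135716379, minus strand). In the adult libraries it had 13.417 and 10.998 CPM. Ki67-negative cells had 242.2 and 282.0 CPM at PND8 and 336.3 and 463.1 CPM in repopulation, all above the adult libraries. Ki67-positive cells had 919.6 and 1108 CPM at PND8 and 930.1 and 1087 CPM in repopulation. Every library labelled Ki67-positive lay above every library labelled Ki67-negative. The log2 fold change from Ki67-negative to Ki67-positive was 1.95 (SE 0.149, edgeR adjusted p 9.2e-06) at PND8 and 1.34 (SE 0.147, edgeR adjusted p 0.000198) in repopulation. The difference between the contexts, −0.61 (SE 0.205), had an edgeR adjusted p of 0.960, and without repopulation Ki67-negative replicate 2 it was −0.37.

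**Figure D1:**
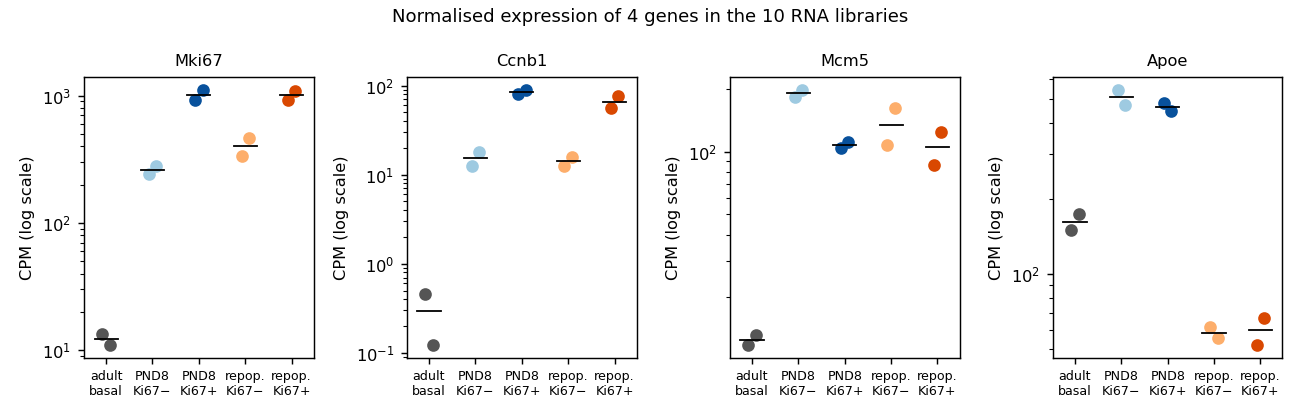
CPM of Mki67, Ccnb1, Mcm5 and Apoe in each of the 10 RNA libraries on a log axis, with a point per library and a bar at the mean of the 2 libraries of a group. Mean Mki67 lay at 12.2 CPM in adult cells and above 1000 CPM in both Ki67-positive groups, while Mcm5 was highest in PND8 Ki67-negative cells (190.4 CPM).

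The first question was what separates Ki67-positive from Ki67-negative cells of the same setting. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 721 of 12230 genes differed at PND8, 336 higher and 385 lower in Ki67-positive cells. Which direction had more genes at PND8 depended on the setting, with 362 higher and 304 lower by DESeq2 and 158 against 97 at a fold of at least 2. In repopulation 335 genes differed, 229 higher and 106 lower. Asking for a fold of at least 2 lowered the PND8 count most, to 255. The header code as a batch term, an alternative added after the data were seen, raised it to 1631. With that term the excess of higher genes in repopulation was gone, with 510 higher and 488 lower, and without a filter on low counts it was 387 against 349. Of these calls, 191 genes were higher in Ki67-positive cells in both contexts, against 6.29 if the calls were independent, 52 were lower in both and 0 went opposite ways. Log2 fold changes of the 2 contexts correlated across genes with r of 0.388 and rho of 0.443. The interaction, which asks whether the Ki67 difference itself changed with context, called 0 genes, with 613 at an unadjusted p under 0.05 by edgeR. Without a filter on low counts it called 52, and with the header code as a batch term 11.

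Pif1 (chromosome 9, 65587160 to 65595967) and Cdc25b (chromosome 2, 131186948 to 131198511) were among the 3 genes with the largest rise in both contexts. Pif1 rose from 8.47 ± 5.67 to 124.5 ± 22.9 CPM at PND8 (SD, n = 2; log2 fold change 3.82, edgeR adjusted p 2.8e-05) and by 3.29 in repopulation (adjusted p 0.000198). Cdc25b rose by 3.63 (edgeR adjusted p 2.7e-07) and 2.99 (adjusted p 2.6e-06). Sapcd2 at PND8 (3.36, adjusted p 0.000211) and Spn in repopulation (2.94, adjusted p 0.000121) completed these sets. Ccnb1 rose by 2.46 and 2.24 and Top2a by 1.12 and 0.99, all with an adjusted p of at most 0.0145. The largest falls at PND8 were in Igf2 (−2.40, adjusted p 0.0170), Enpp2 (−2.35, adjusted p 0.0417) and Lyve1 (−2.07, adjusted p 0.00927). Igf2 and Enpp2 rested largely on PND8 Ki67-negative replicate 1, without which they were −1.17 and −1.06. Enpp2 was −4.12 without Ki67-positive replicate 1 and −1.56 without replicate 2. In repopulation Ung (−1.71, adjusted p 0.00271) and Chaf1b (−1.63, adjusted p 0.00677) were among the largest falls. Under limma on log2 TPM, Enpp2 was no longer past the threshold, and Igf2 was not with a pseudocount of 0.1.

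Genes of the S and G2/M phases moved in opposite directions. The median log2 fold change of the 51 G2/M genes was 1.48 at PND8 (camera adjusted p 8.7e-63 in limma) and 1.31 in repopulation (limma camera adjusted p 7.6e-63), and 51 of 51 were higher in Ki67-positive cells in each context. At PND8 49 of them were called over all genes and 50 adjusted over the list alone, and in repopulation 45 and 50. The 42 S phase genes had a median of −0.73 at PND8 (limma camera adjusted p 3.9e-21), with 0 of 42 higher, 28 called over all genes and 35 adjusted over the list alone. In repopulation their median was −0.34 (limma camera adjusted p 8.8e-08), with 7 of 42 higher, 6 called over all genes and 10 adjusted over the list alone. Without repopulation Ki67-negative replicate 2 that median was −0.07, and without Ki67-positive replicate 1 it was −0.13. Mcm5 fell by 0.82 at PND8 (adjusted p 0.0125) and Pcna by 0.66 (adjusted p 0.0332). In repopulation Mcm5 (−0.35, adjusted p 0.364) and Pcna (−0.38, adjusted p 0.296) were not called, and they were −0.03 and −0.08 without Ki67-negative replicate 2 but −0.63 and −0.64 without replicate 1. Within the pairs that share a header code, Mcm5 was −0.31 and −0.39 and Pcna −0.31 and −0.43. Of the 191 genes higher in both contexts, 45 were G2/M genes and 0 were S phase genes.

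Within pairs of libraries that share a header code, the S phase median was −0.69 and −0.78 at PND8 and −0.22 and −0.37 in repopulation. The G2/M median was 1.72 and 1.39 at PND8 and 1.31 and 1.25 in repopulation, and Mki67 rose by 1.92, 1.97, 1.47 and 1.23. The homeostatic, disease-associated, interferon and dissociation lists had medians between −0.41 and 0.05 in the 2 Ki67 comparisons, with limma camera adjusted p of 0.0528 or more. The dissociation median at PND8, −0.41, was −0.76 without Ki67-positive replicate 1 and −0.05 without replicate 2. The interferon median there, 0.03, was 0.49 without Ki67-negative replicate 2 and 0.27 without Ki67-positive replicate 1.

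For the interaction, camera called the S phase list (median difference 0.39, limma adjusted p 4.1e-11, 40 of 42 genes positive), G2/M (−0.11, adjusted p 0.00121), interferon (−0.11, adjusted p 0.0063) and dissociation (0.44, adjusted p 0.0252). None of these 4 passed with fry, whose adjusted p was 0.34 or more. Leaving out 1 library moved each by over 1.5 times. S phase was 0.16 without repopulation Ki67-negative replicate 1 and 0.66 without replicate 2, and G2/M was 0.08 without the latter and −0.51 without PND8 Ki67-negative replicate 2. Interferon was −0.62 without PND8 Ki67-negative replicate 2 and 0.07 without replicate 1. Dissociation was 0.05 without PND8 Ki67-positive replicate 2 and 0.88 without replicate 1. Over all 48 list tests camera called 29. Fry called 21, of which 20 were also called by camera, and an estimated correlation called 0, with 10 of the 48 at an unadjusted p under 0.05 in limma. Under fry the S phase list passed at PND8 (adjusted p 0.0312 in limma) and not in repopulation (adjusted p 0.269 in limma), while G2/M passed in both.

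**Figure D2:**
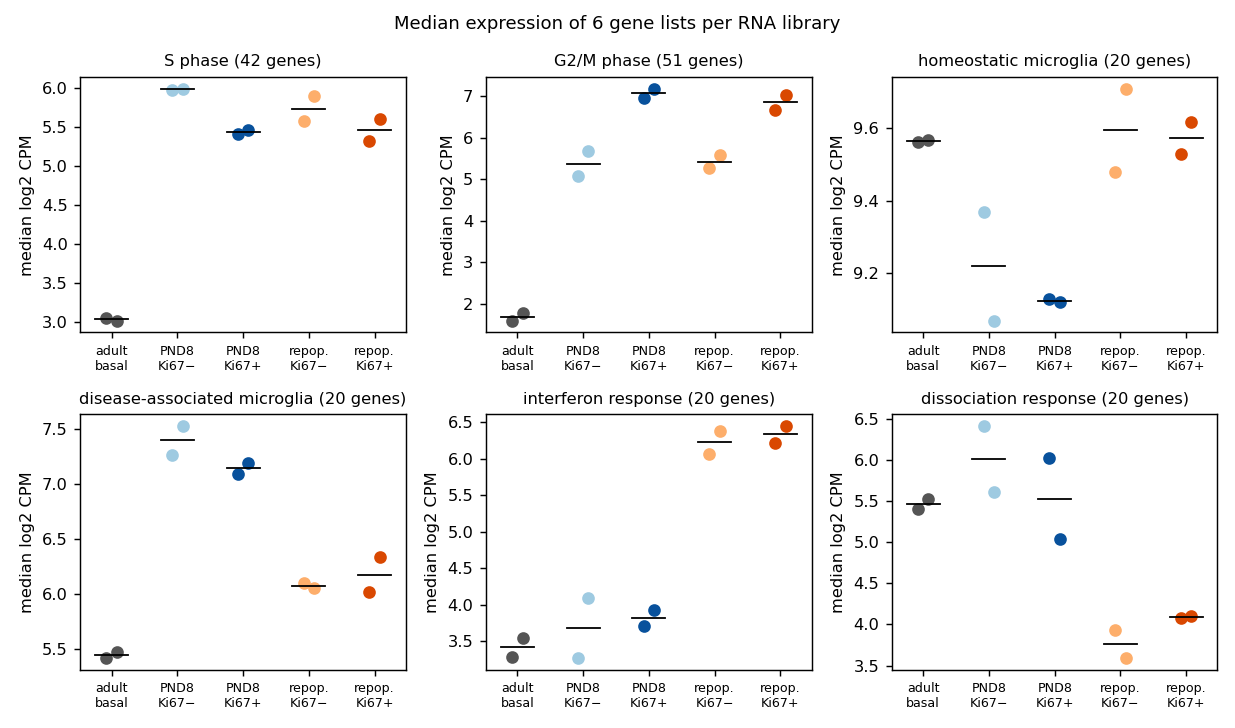
Median log2 CPM of the genes of 6 lists in each RNA library, with a point per library and a bar at the mean of 2 libraries. G2/M medians ran from 1.59 in an adult library to 7.18 in a PND8 Ki67-positive library, and interferon medians were 6.06 or more in the 4 repopulation libraries against 4.09 or less in the others.

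Comparisons with adult cells asked what distinguishes Ki67-positive and Ki67-negative cells from the untreated adult state. Adult libraries had a header code of their own and came from wild-type mice, so the code, the reporter genotype and the group cannot be told apart in them. PND8 Ki67-positive cells differed from adult at 6049 genes by edgeR (3073 higher, 2976 lower) and repopulating Ki67-positive cells at 5489 (2918 higher, 2571 lower, but 2556 and 3016 on log2 TPM with a pseudocount of 1). Ki67-negative cells differed at 5720 genes at PND8 (3105 higher, 2615 lower) and at 4789 in repopulation (2632 higher, 2157 lower). A fold of at least 2 moved these counts most, to 2078, 1827, 1913 and 1539. Higher in both Ki67-positive groups were 1990 genes, 1553 were lower in both and 262 went opposite ways, with r of 0.692 and rho of 0.627 across genes. Because both comparisons use the same adult libraries, 20 simulations of unchanged groups were run. They gave a mean r of 0.507 (0.465 to 0.534) and a mean rho of 0.456. They called 0 genes higher even in a single comparison, so they set no level for the overlap of calls. Independent calls would give 733.2 genes higher in both, a number that shared adult libraries can raise. Ki67-negative cells gave 1624 genes higher in both contexts, against 668.2 for independent calls. Of the 1990 genes, 1392 (69.95%) were also higher in both Ki67-negative groups and 182 were higher in Ki67-positive than Ki67-negative cells in both contexts.

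Mki67 was 6.37 log2 units above adult in PND8 Ki67-positive and 6.36 in repopulating Ki67-positive cells, and 4.42 and 5.03 above in the Ki67-negative groups (edgeR adjusted p at most 3.1e-09). Mcm5 rose by 3.11 and 3.07 in the Ki67-positive and by 3.93 and 3.42 in the Ki67-negative groups. Csf1r was not called in any group, with log2 fold changes from −0.18 to 0.00. Its value of −0.18 in PND8 Ki67-negative cells was −0.36 without replicate 1 of that group. P2ry12 was −0.28 in repopulating Ki67-positive cells (edgeR adjusted p 0.0691), and it was called there under several alternatives, DESeq2 among them. Tmem119 was lower at PND8, with −0.66 in Ki67-positive (edgeR adjusted p 0.000223) and −0.60 in Ki67-negative cells (adjusted p 0.000559), and was not called in repopulation (−0.04 and −0.02). Apoe rose at PND8 (1.53 and 1.66) and fell in repopulation (−1.44 and −1.46), each with an edgeR adjusted p of at most 1.1e-06.

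By the naming rule, Depdc1b was at least 81.6-fold and Cdkn3 at least 70.3-fold higher in PND8 Ki67-positive than in adult cells, where both were at the floor of 3 counts. In repopulating Ki67-positive cells they were at least 67.5-fold and 61.2-fold higher, and Fbn2 at least 154.7-fold. Pif1 was 8.17 log2 units higher in PND8 Ki67-positive than in adult cells (edgeR adjusted p 6.3e-08), and 9.90 higher without adult replicate 2, as no adult library held more than 6 counts. Prkd1 was at least 65.5-fold higher by the mean of PND8 Ki67-negative cells, but its 2 libraries had 0.124 and 46.6 CPM against 0 in adult cells. Its fitted log2 fold change of 10.67 was 3.19 without replicate 2, and DESeq2 did not call it, so Prkd1 is uncertain. Gpnmb (7.15) and Cxcr2 (at least 70.7-fold) were higher in PND8 Ki67-negative cells, and Fbn2 (at least 125.3-fold), Cd36 (6.99) and Gcm2 (6.68) in repopulating Ki67-negative cells. The fitted value of Cxcr2 was 7.03 and 10.75 without adult replicate 1, and that of Gcm2 was 11.10 without adult replicate 2, both from adult counts near 0. Trim12a (chromosome 7, 104299897 to 104315495) was at least 144.5-fold lower in each of the 4 groups, with 56.3 CPM in adult cells. Trim30d was at −7.73 and −7.97 in the PND8 groups. These neighbouring paralogs have related sequences whose reads the authors' counting could split, so their levels are uncertain. Upk1b was −7.65 in PND8 Ki67-positive cells. Ngp, Ltf and S100a9 were lower in several groups, for example at least 53.5-fold for S100a9 in repopulating Ki67-positive cells, but the 2 adult libraries were far apart, with S100a9 at 20.8 ± 17.0 and Ngp at 51.8 ± 44.7 CPM (SD, n = 2). Ngp was −7.57 in repopulating Ki67-positive cells and −11.82 without replicate 2.

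Cell cycle lists were raised in all 4 groups over adult. S phase medians were 2.45 and 2.36 in PND8 and repopulating Ki67-positive cells and 3.2 and 2.76 in Ki67-negative cells. G2/M medians were 5.4 and 5.26 in Ki67-positive and 3.65 and 3.74 in Ki67-negative cells, with limma camera adjusted p of at most 2.1e-17 for all 8. The disease-associated list was raised at PND8 (0.56 in Ki67-positive, adjusted p 4.1e-05, and 1.02 in Ki67-negative cells, limma camera adjusted p 1.3e-06). In repopulation camera did not call it (−0.05 and 0.19), while fry called it in Ki67-negative cells (limma adjusted p 0.0142). Single genes of the list moved both ways there, 7 called higher and 6 lower in Ki67-positive and 7 higher and 5 lower in Ki67-negative cells. Interferon response genes were raised in repopulation, by 2.82 in Ki67-positive (limma camera adjusted p 1.6e-15) and 3.01 in Ki67-negative cells (adjusted p 2.9e-18). At PND8 their medians of 0.17 and 0.19 were not called, and these reached 0.35 and 0.48 without 1 PND8 library. Dissociation response genes were lower in repopulation (−1.07 and −1.10, limma camera adjusted p 0.000333 and 3.5e-05) and not called at PND8, where the Ki67-positive median of −0.30 was −0.71 without replicate 1 and −0.15 without replicate 2. Homeostatic genes were slightly lower in PND8 Ki67-positive (−0.30, adjusted p 0.000478), PND8 Ki67-negative (−0.23, adjusted p 0.00102, and −0.38 without Ki67-negative replicate 1) and repopulating Ki67-positive cells (−0.18, limma camera adjusted p 0.0191). Of these 3, only the first passed with fry.

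The last RNA comparison set proliferating cells of the 2 contexts against each other. Repopulating and PND8 Ki67-positive cells differed at 3778 genes by edgeR, 2040 higher and 1738 lower in repopulation, although with library sizes only the calls were 1730 higher and 2222 lower. Mki67 was not called (−0.01, SE 0.143, edgeR adjusted p 0.975), and Ccnb1 was not called (−0.38, adjusted p 0.128). Ccnb1 was called when only these groups were fitted, and it was −0.20 without repopulating Ki67-positive replicate 1 and −0.61 without replicate 2. The S phase list was not called (0.08, limma camera adjusted p 0.603). G2/M was called by camera at −0.11 (adjusted p 0.0337) and not by fry (limma adjusted p 0.597), and its median was 0.00 without repopulating Ki67-positive replicate 1, −0.31 without replicate 2 and −0.50 with the header code as a term. Interferon genes were 2.40 higher in repopulation (limma camera adjusted p 3.1e-19, 20 of 20 genes). Disease-associated genes had a median of −1.04 (limma camera adjusted p 3.3e-05), with 13 of 20 called lower and 4 called higher over all genes. Dissociation genes were at −0.86 (limma camera adjusted p 0.0152), did not pass with fry (adjusted p 0.105), and stood at −1.43 without repopulating Ki67-positive replicate 1.

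Gcm2 (chromosome 13, 41101427 to 41109988) was at the floor at PND8 and at 30.6 ± 5.26 CPM (SD, n = 2) in repopulating Ki67-positive cells, at least 90.5-fold higher. Fbn2 (chromosome 18, 58008623 to 58209926), also at the floor at PND8, reached 55.2 ± 9.05 CPM (SD, n = 2). Shisa7 (chromosome 7, 4825552 to 4844696) rose from 0.504 to 74.3 CPM. Gpnmb (chromosome 6, 49036518 to 49058182) fell from 75.0 to 0.605 CPM, Igf1 (chromosome 10, 87859052 to 87937047) from 128.1 to 1.21 CPM and Hpse (chromosome 5, 100679484 to 100719716) from 34.4 to 0.981 CPM, each with an edgeR adjusted p of at most 5.3e-07. Apoe (chromosome 7, 19696244 to 19699188) fell from 463.8 ± 25.6 to 59.5 ± 10.5 CPM (SD, n = 2), a log2 fold change of −2.97 (SE 0.127, edgeR adjusted p 2.4e-09). Tmem119 was 0.62 higher (SE 0.107, edgeR adjusted p 0.000705). Repopulating Ki67-positive replicate 1 and PND8 Ki67-positive replicate 2 share a header code. Between these libraries the medians were 2.15 for interferon, −0.71 for disease-associated, −0.36 for dissociation, −0.39 for G2/M and −0.12 for S phase genes, with Apoe at −3.09 and Tmem119 at 0.54. Between the Ki67-negative libraries of these contexts that share a code, the list medians were 2.30, −0.90, −0.84, −0.42 and −0.57 in the same order.

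For H3K27ac, the question was whether peak sets follow context and Ki67 status. Lists of the same group had a mean Jaccard index of 0.704, and lists of different groups 0.641, a difference of 0.0626 (two-sided permutation test over 12 lists, p = 0.00046). Equal list lengths, peaks above the median score and a reciprocal overlap of 50% gave differences of 0.0658, 0.0592 and 0.0698, and leaving out 1 list at a time gave 0.0567 to 0.0791. Pairs of the same group never shared a header code. Pairs of different groups had a mean index of 0.670 when they shared a code (15 pairs) and 0.631 when they did not (45 pairs). Between contexts the index was lowest for adult and repopulation (0.570) and highest for cuprizone and repopulation (0.653). Within PND8 and cuprizone, lists with the other Ki67 label and lists with the same label differed by a mean of −0.0075 (exact permutation of labels within contexts, two-sided, p = 0.89). That design has 9 splits and cannot give an exact p below 0.11. Lists with the other Ki67 label had an index of 0.733 when they shared a code and 0.695 when they did not, against 0.722 for lists of the same group in these contexts.

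**Figure D3:**
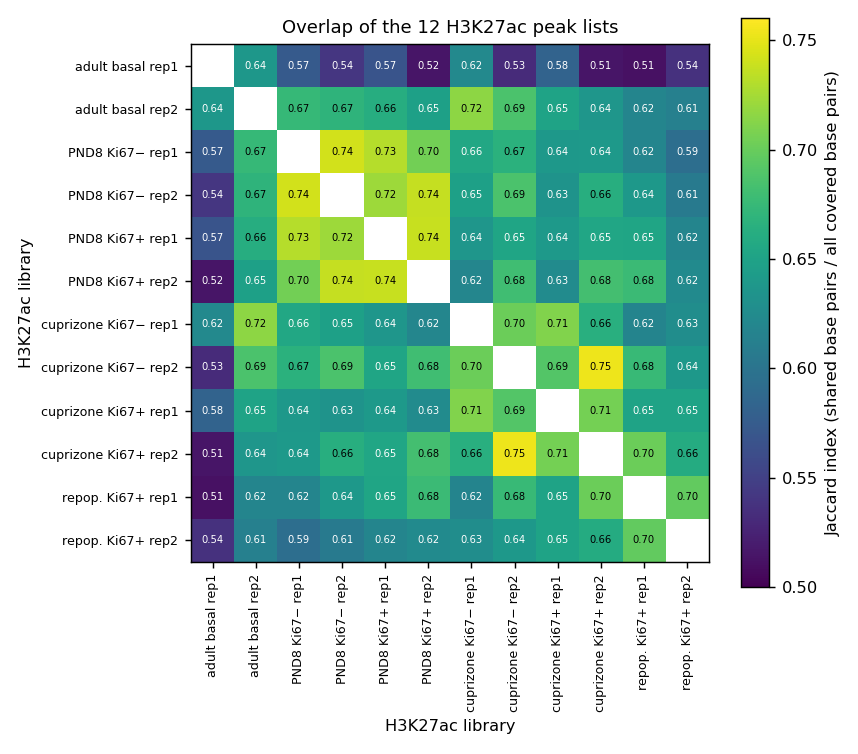
Jaccard index, in shared base pairs, of every pair of the 12 H3K27ac peak lists, with rows and columns in the order of the groups. Pairs of the same group averaged 0.704 and pairs of different groups 0.641.

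Promoter marks were then read at the 1990 genes higher in both Ki67-positive groups, split by adult expression. Of the 193 genes under 1 CPM in adult cells, 145 were also higher in both Ki67-negative groups and 89 were at the floor in every adult library. H3K27ac peaks lay at 15.03% (Wilson 95% interval 10.7% to 20.8%) and 23.3% (17.9% to 29.8%) of their promoters in the adult lists. The share was 44.6% and 45.6% in PND8 Ki67-negative, 54.4% (47.4% to 61.3%) and 58.5% (51.5% to 65.3%) in PND8 Ki67-positive, and 55.4% and 44.6% in repopulating Ki67-positive lists. Cuprizone lists had 21.2% and 36.8% in Ki67-negative and 38.3% and 53.9% in Ki67-positive cells. Rpb2 peaks lay at 13.5% and 7.77% of these promoters in adult and at 49.2% in the PND8 Ki67-positive list. Over all tested genes these shares were 60.7% and 51.7% in adult and 80.4% at PND8, so a rise is not specific to this set. The PND8 list was also longer, with 31602 peaks against 14550 and 10544 in adult. H3K27ac shares over all tested genes rose too, from 69.5% and 77.1% in adult to 82.6% and 84.8% in PND8 Ki67-positive lists. The adult H3K27ac lists were shorter, with 19572 and 24903 peaks against 26962 and 30321 in PND8 Ki67-positive cells. At the promoters of the 193 genes, H3K4me3 peaks were present in adult cells at 74.1% and 74.6%. ATAC-seq peaks lay there at 64.8% in adult, 74.6% at PND8 and 76.7% in repopulation. Random lists matched on mean expression over all RNA libraries had median adult H3K27ac shares of 35.2% and 43.5%, above the observed ones. Random lists matched on adult expression, added after the data were seen, had 9.84% and 15.03%, below the observed ones. Keeping only peaks above the median score moved the mean adult share most, from 19.2% to 6.99%. For adult H3K4me3, lists matched on all RNA libraries had medians of 75.1% and 74.6%, close to the observed shares. Lists matched on adult expression had 62.2% and 61.7%. H3K4me3 lists exist for adult cells alone and were called at another threshold than H3K27ac, so shares of these marks are not directly comparable.

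The 1797 genes at 1 CPM or more in adult cells had H3K27ac at 74.2% and 83.4% of promoters in adult, 91.4% and 93.3% in PND8 Ki67-negative, 93.8% and 94.9% in PND8 Ki67-positive and 94.9% and 91.6% in repopulating lists, with H3K4me3 in adult at 95.8% and 95.7%. S phase promoters had H3K27ac at 54.8% and 69.0% in adult and at 97.6% and 100% in both the PND8 Ki67-negative and the PND8 Ki67-positive lists. At G2/M promoters the shares were 58.8% and 72.5% in adult, 94.1% and 98.0% in PND8 Ki67-negative and 100% in both PND8 Ki67-positive lists. Rpb2 at these 2 lists was found at 45.2% and 21.4% (S phase) and 50.98% and 29.4% (G2/M) in adult, against 92.9% and 100% at PND8. Rpb2 shares over all tested genes rose as well, from 60.7% and 51.7% to 80.4%. So did those of H3K27ac, from 69.5% and 77.1% in adult to 82.6% and 84.8% in PND8 Ki67-positive lists. Part of each rise may thus be general. Random lists matched to S phase on mean expression had median H3K27ac shares of 78.6% and 85.7% in adult, above the observed ones. In both PND8 Ki67-positive lists these medians were 92.9%. H3K4me3 was present at 100% of both lists in both adult libraries. All 20 homeostatic promoters carried H3K27ac in each of the 12 lists.

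**Figure D4:**
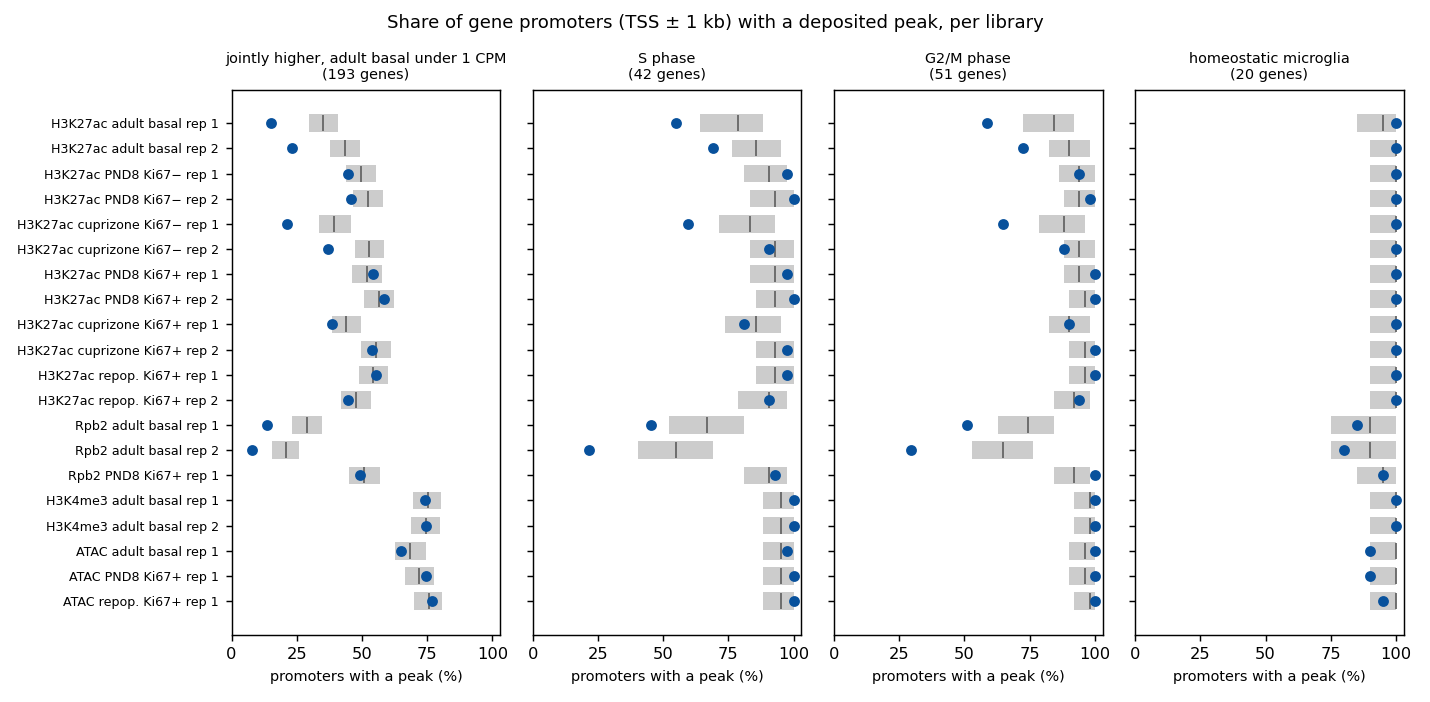
Percentage of promoters with a peak in each peak list for 4 gene sets, with a point per library, a grey band for the middle 95% of 10000 random lists matched on mean expression over all RNA libraries, and a tick at their median. For genes under 1 CPM in adult cells the adult H3K27ac shares were 15.03% and 23.3%, under the band. Adult H3K4me3 shares stood at 74.1% and 74.6%, within the band.

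At the Mki67 promoter (start site at chromosome 7, 135716379) neither adult H3K27ac nor adult Rpb2 lists had a peak, and H3K4me3 had one in both adult libraries, with 336.6 and 355.8 tags per 10000000 in the authors' values. H3K27ac peaks there had 117.3 and 131.5 tags in PND8 Ki67-negative, 309.7 and 332.2 in PND8 Ki67-positive and 246.8 and 307.5 in repopulating lists. In cuprizone the Ki67-negative lists had no peak and 67.6 tags, and the Ki67-positive lists 142.4 and 260.0. ATAC-seq peaks were present in all 3 groups. At the Apoe start site (chromosome 7, 19699188), H3K27ac peaks were called in the PND8 and cuprizone lists and in none of the adult or repopulation lists. A missing peak says that none passed the authors' threshold at that depth, not that the mark was absent.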

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

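The results here differ between the contexts by a test of that difference: 4 gene lists in the interaction, and 4 gene lists and 8 single genes between repopulating and PND8 Ki67-positive cells. Tests chosen only after the result was seen were those of library pairs for the 4 interaction lists, of the header code for lists and single genes, of 1 left-out library for G2/M, of age for interferon genes, and of the level of border macrophage genes. The header code test was changed to a fit with the code as a term after the values of the pair that shares a code had been seen, and those pair values are given beside it. Between contexts, only PND8 replicate 2 and repopulation replicate 1 share a code. The fit and the pair therefore rest largely on the same libraries and are not separate evidence. Age and drug treatment differ together between PND8 and repopulation. Adult cells, untreated and 90 days old, bear on both, but their libraries differ in header code and reporter genotype, so each stays open except where values are given against it.

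The Ki67 difference of the S phase list was weaker in repopulation than at PND8, with a median interaction of 0.39 (40 of 42 genes positive). Against 1 library pair deciding it, all 4 combinations of a repopulation pair with a PND8 pair that share codes gave a positive difference, the lowest 0.32. The fit with the code as a term gave 0.40. Leaving out repopulation Ki67-negative replicate 1, however, moved the median to 0.16, and leaving out replicate 2 to 0.66, although such a fit also breaks a pair that shares a code. Fry did not call the list (limma adjusted p 0.34). The criterion on left-out libraries was added after those values were seen. The pairs go against a single pair as the source, but with 2 pairs per context and no call by fry a context difference and the spread between libraries cannot be told apart for S phase.

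For G2/M the median interaction was −0.11. The combination of pairs nearest to 0 gave −0.0859 and all 4 had the pooled sign, but the median was 0.08 without repopulation Ki67-negative replicate 2 and −0.51 without PND8 Ki67-negative replicate 2. The dissociation list had 0.44, all 4 combinations were positive with a lowest value of 0.38, the fit with the code as a term gave 0.47, and the median was 0.05 without PND8 Ki67-positive replicate 2 and 0.88 without replicate 1. For both lists a context difference and the spread between libraries cannot be told apart, since fry called neither and leaving out 1 library takes most of the difference away, though it also breaks a pair. The interferon list had −0.11, and here 1 of the 4 combinations went the other way, at 0.0163. Without PND8 Ki67-negative replicate 1 the median was 0.07, and without replicate 2 it was −0.62. The interferon interaction may therefore come from a single pair of libraries.

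Interferon response genes were higher in repopulating than in PND8 Ki67-positive cells by a median of 2.40, in 20 of 20 genes. The tables argue against a library batch marked by the header code as the whole cause: the fit with the code as a term gave 2.08, or 86.6% of the difference, and the pair that shares a code gave 2.15. Gene length and expression level do not account for it either, since the median lay at percentile 100 of 10000 lists matched on both, whose middle 95% ran from −0.19 to 0.17. RNA from infiltrating cells would raise their markers. The monocyte or neutrophil list and the lymphocyte list were lower in repopulation, the higher of the 2, lymphocyte, at −1.27. That lymphocyte value rests on 1 tested gene, Cd79b. The monocyte or neutrophil list had medians of only 0.732 CPM in PND8 and 0.288 CPM in repopulating Ki67-positive cells, around the floor. Infiltrating cells therefore stay open as a source. Ccr2 and Plac8 of that list went the other way, with Ccr2 at 2.2 CPM at PND8 and 5.38 CPM in repopulation. Ccr2 stood at 13.7 CPM in adult cells, where interferon genes were low. Age alone is argued against. Repopulating cells were 75 days old, yet they stood above untreated adult cells of 90 days, by a median of 2.82 in Ki67-positive and 3.01 in Ki67-negative cells. The adult header code and genotype do not account for this by themselves. PND8 libraries share the reporter with repopulation and were close to adult, with medians of 0.17 and 0.19 over both replicates. Only PND8 replicate 2 shares a code with repopulation, and only with replicate 1. In Ki67-positive and Ki67-negative cells the median log2 CPM was 3.93 and 4.09 in these PND8 libraries. It was 6.22 and 6.06 in these repopulation libraries, against 3.28 and 3.55 in the adult libraries. A response of microglia to depletion and recovery is a candidate explanation. It remains a hypothesis, since no treated cells of another age were compared.

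Disease-associated microglia genes were lower in repopulation by a median of −1.04, but not as a whole: 13 of 20 were called lower and 4 higher. A batch marked by the code is argued against as the whole cause, with −0.65 in the fit with the code (62.8% kept) and −0.71 in the pair that shares one. The median lay at percentile 0 of lists matched on gene length and expression level, whose middle 95% ran from −0.10 to 0.23. Border macrophages express some of these genes, but the median of their marker list was 4.83 CPM in PND8 Ki67-positive cells. The median of the disease-associated list was 140.2 CPM in these cells and 71.9 CPM in repopulating Ki67-positive cells, which is 68.2 CPM lower. This is a difference between list medians, not a median of the falls of single genes. The most abundant markers of the border macrophage list, Stab1 and Mrc1, are also expressed by microglia and do not mark the source. Mrc1 itself was at 823.6 CPM at PND8 and 37.5 CPM in repopulation, whereas Pf4 and F13a1 had only 6.21 and 8.35 CPM at PND8. The list was also 0.56 and 1.02 higher in PND8 Ki67-positive and Ki67-negative than in untreated adult cells, so a difference of this list arose without the drug, although the adult code and genotype go with it. Against adult, repopulating cells had medians of −0.05 and 0.19, over genes that moved both ways, which decides nothing about treatment. Age and treatment both remain open.

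Dissociation response genes were lower in repopulation, with a median of −0.86. The fit with the header code kept 50.9% of this, at −0.44, and the Ki67-positive pair that shares a code kept 41.4%, at −0.36. The Ki67-negative pair that shares a code gave −0.84. Here the batch and the context cannot be told apart, because these values lie on both sides of a difference that mostly stays or mostly goes. Without repopulating Ki67-positive replicate 1 the median was −1.43. Differences in how cells were isolated were not tested. G2/M genes were lower by −0.11, and without repopulating Ki67-positive replicate 1 the median was 0.0047, and fry did not call the difference. The fit with the header code gave −0.50, and the Ki67-positive pair that shares a code gave −0.39. Both rest largely on that same replicate 1, so they cannot count against it as the source. The Ki67-negative pair that shares a code holds no Ki67-positive library and gave −0.42. Those are other cells, with 1 library per context. A difference from 1 library and one between the contexts therefore cannot be told apart for G2/M.

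Of single genes, Tmem119 was higher in repopulation (0.62), as were Gcm2 (fitted 11.03), Fbn2 (fitted 9.60) and Shisa7 (7.15), and Apoe (−2.97), Gpnmb (−6.98), Igf1 (−6.70) and Hpse (−5.13) were lower. The fitted values of Gcm2 and Fbn2 are no bounds, as both were at the floor in PND8 Ki67-positive libraries. A batch marked by the header code is argued against as the whole cause, because 8 of the 8 genes kept at least 50% of their log2 fold change with the header code as a term, from 88.3% to 118.6%. That fit rests largely on the Ki67-positive libraries that share a code, 1 per context. Apoe, Gpnmb and Igf1 belong to the disease-associated list and are not separate evidence. In untreated adult cells Tmem119 (784.7 CPM), Igf1 (3.14 CPM), Gpnmb (0.659 CPM) and Hpse (0.730 CPM) were near their repopulation levels, and Apoe (161.1 CPM) lay between the contexts. Fbn2 (0 CPM), Gcm2 (0.305 CPM) and Shisa7 (12.2 CPM) were far below repopulation in adult cells. The first 4 genes thus differed from PND8 without the drug. The last 3 differed between treated cells of 75 days and untreated cells of 90 days, where treatment and age differ together. Single genes exclude nothing here, and context, age and treatment stay open.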

How the results depend on the processing

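The number of genes called in the Ki67 comparisons depended on the settings, whereas counts against adult cells moved past 1.5 times only with a fold threshold. Of 146 counts and other main results under another setting, 110 stayed within 1.5 times or within their spread and 36 moved. Of 336 gene list results, 268 kept direction and side of the threshold, 49 became weaker, 14 stronger and 5 reversed. Of 1305 single-gene results, 1227 kept both, 31 became weaker, 27 stronger and 20 reversed. Of 314 promoter shares, 195 stayed within the spread and the others moved. The block within each context, the header code as a term, fry with the block and adult-matched random lists were chosen after seeing the data. Where no cause is given, the cause was not tested.

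With a fold of at least 2, which by construction keeps part of the same genes, the PND8 Ki67 count fell from 721 to 255 and that of repopulation from 335 to 149. Counts against adult became 2078, 1827, 1913 and 1539 in PND8 Ki67-positive, repopulating Ki67-positive, PND8 Ki67-negative and repopulating Ki67-negative cells, the context count 1180, and the joint sets 770 of 1990 and 113 of 191. Without a filter on low counts, 1290 genes were called at PND8 (719 of the 721 among them) and 736 in repopulation (all 335), and the interaction called 52. With only the compared groups fitted, PND8 gave 392, of which 377 were shared, from fewer libraries for the spread. On log2 TPM with a pseudocount of 0.1, the counts were 450 (427 shared) and 176 (161 shared), with 118 in both contexts. With a pseudocount of 1 and all genes above 0, they were 419 (337 shared), 148 (123 shared) and 94, with 2 in the interaction. DESeq2 called 3 in the interaction. The header code as a batch term gave 1631 and 998 genes, including all of the 721 and the 335, 332 in both contexts and 11 in the interaction. Counts that other settings moved less reached at most 6866, 6318, 6208 and 5411 against adult, 4362 between contexts and 2197 in the joint set.

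The groups share only replicate numbers, and the labels do not say that a number marks one litter or day. Deviations of same-numbered libraries correlated at 0.338 within PND8 and 0.263 within repopulation, where the numbers also share a header code, and between −0.01 and 0.10 for the other pairs of groups. With the replicate number as a block, 1228 and 711 genes were called, all of the 721 and the 335 among them, and 2 in the interaction. The block within each context gave 1862 and 1213, again with all of them, 365 in both contexts and 28 in the interaction. In repopulation the share of higher genes was 53.9% with the replicate block (383 higher, 328 lower) and 49.8% with the block within each context (604 higher, 609 lower). Fry with the replicate block called 22 of 48 list tests and none of the interaction lists, among them S phase (median 0.40, limma adjusted p 0.15), interferon (0.3496), dissociation (0.399) and G2/M (0.4774).

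The split of higher against lower calls depended on scaling and tool. With library sizes only, the share of higher genes between contexts was 43.8% in place of 54.0%, and with DESeq2 it was 57.2% in place of 68.4% in the repopulation Ki67 comparison. On log2 TPM that share was 79.4% (pseudocount 1), 81.2% (0.1) and 81.8% (1, all genes above 0). The excess of higher genes was smaller or gone without a filter (387 higher, 349 lower, 52.6%) and with the header code as a term (510 higher, 488 lower, 51.1%). At PND8 the share was 46.6%, but higher genes outnumbered lower ones in 8 settings: DESeq2 (54.4%), RLE (51.8%), a mean of 50 counts (52.1%), only the compared groups (58.2%), a fold of 2 (62.0%) and the TPM settings (53.7%, 54.2% and 51.1%). Between contexts the TPM settings gave 44.2%, 44.0% and 44.7%. Against adult, lower genes outnumbered higher ones with library sizes only in repopulating Ki67-positive (49.7%) and Ki67-negative cells (49.4%), on log2 TPM in the same groups (45.9% to 47.2% and 47.0% to 48.8%), and with a mean of 50 counts in PND8 Ki67-positive (49.4%) and Ki67-negative cells (49.9%). Between RLE scaling and library sizes only, the shift of the median of all genes that was largest in size was −0.0663, with library sizes only between contexts.

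Gene list calls by camera numbered 29 of 48. An estimated correlation called 0, with 10 at an unadjusted p under 0.05 in limma, and the other settings up to 32. The 25 reversals were of results that had not been called. Homeostatic genes in the interaction turned from −0.0033 to 0.0156 with library sizes only, and disease-associated genes from 0.0051 to −0.0127 on log2 TPM with a pseudocount of 0.1. The block within each context turned interferon genes in PND8 Ki67-positive and Ki67-negative cells against adult to −0.0597 and −0.0531 and the S phase list between contexts to −0.0534. Mki67 between contexts turned from −0.0073 to 0.0061 with a mean of at least 50 counts. Pcna there turned from 0.047 to −0.0197 (library sizes only), −0.1793 (block within each context), −0.035, −0.0356 and −0.035 (the TPM settings) and −0.2508 (header code). Csf1r in the interaction turned from 0.0099 to −0.0213 (DESeq2), −0.0212 (RLE), −0.0002 (mean of 50 counts) and −0.0164 (all TPM settings). Csf1r against adult in repopulating Ki67-positive cells turned from 0.0023 to −0.0267 (library sizes only), −0.1142 (block within each context) and −0.0763, −0.0764 and −0.0763 (TPM settings). Between contexts it turned from 0.1706 to −0.0408 with that block, and P2ry12 turned from −0.018 to 0.0267 with the header code.

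The difference in Jaccard index within against between groups kept its sign and its side of the threshold in all 3 alternatives and lay between 0.0567 and 0.0791 over the 12 fits that each left out 1 list. The Ki67 difference lay between −0.017 and −0.0062 in the alternatives and between −0.0173 and 0.0002 over 8 such fits; its design cannot pass the threshold, so this says nothing about stability. The mean adult H3K27ac share at genes under 1 CPM fell from 19.2% to 6.99% when only peaks above the median score were kept, which by construction removes peaks, and lay between 6.99% and 23.8% over 6 alternatives.

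Leaving out single RNA libraries leaves an arm with 1 library, so only values were read. Of 708 such values, 59 changed sign or came to 0, of which 0 were at least 0.25 in size in the full set, and 42 values of that size moved by over 1.5 times. Depth limits genes near the floor of 3 counts. For genes at the floor, folds are given as lower bounds, and a fitted value printed for such a gene is not a bound.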

Other observations

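Tests chosen only after the result was seen were the count of genes away from Mki67, the border macrophage genes in single libraries and, for S phase genes, the return to a prediction of direction alone after percentiles had been seen. The other tests here were fixed before their results.

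S phase genes had medians of −0.73 at PND8 and −0.34 in repopulation in Ki67-positive against Ki67-negative cells, while Mki67 and G2/M genes were higher. S phase genes in Ki67-negative cells stood far above adult. The repopulation median was −0.07 without Ki67-negative replicate 2, a fit that breaks a pair sharing a header code. Fry without a block did not call the list there. The repopulation pairs that share a code gave −0.22 and −0.37. Library scaling that moves all genes down is argued against, since without scaling the S phase median minus the all-gene median was still −0.33 in the context where it was higher. Gene length and expression level are argued against as well, as the S phase median lay at percentile 0 of matched lists in both contexts. One hypothesis is that the Ki67 gate placed cells at the G1/S transition among Ki67-negative cells, because Ki67 protein accumulates through the cycle. If so, G1/S genes should fall further than the other S phase genes. The median of 18 G1/S genes was lower than that of the 24 others by −0.25 at PND8 (percentile 2.66 of random splits of the list) and by −0.28 in repopulation (percentile 0.47). This is consistent with the hypothesis and does not exclude others, such as reporter intensity that lags behind the transcript, which was not tested.

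Against adult cells, 16 genes were at least 8-fold lower in all 4 groups from reporter mice: Abhd14b, Adgre4, Anxa1, Camp, Cd177, Chil3, H2-Aa, Klrd1, Lcn2, Ltf, Ngp, S100a8, S100a9, Trim12a, Trim30d and Trim5. They were named because they met this criterion, chosen after the adult comparisons had been seen. A strain variant linked to the reporter allele would cluster near Mki67 on chromosome 7. A linked variant is argued against, by position alone, for 13 of them, which lie more than 40 Mb away or on other chromosomes. Other differences between wild-type and reporter mice were not tested and stay open for these genes. For the other 3, Trim12a, Trim30d and Trim5, a linked variant stays open. They lie 31.4, 31.2 and 31.4 Mb from Mki67, and 3 such genes is above 2, the upper end of the middle 95% of random lists (percentile 99.06). These neighbouring paralogs, which may share reads, make up 1 locus, however, and 45.4% of random lists held at least 1 gene in the window. A linked variant and a group difference cannot be told apart for this locus.

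Of the 16, 5 are on the monocyte or neutrophil list. RNA from neutrophils in the adult libraries would lower the rest of the monocyte or neutrophil list too. With S100a9, Ngp and Ltf left out, the median over the 4 other genes was −3.33 or lower in each of the 4 comparisons, a value set by S100a8 and Ccr2. S100a8 and Camp are themselves among the 16, so the independent part of this test is small. The value is consistent with some neutrophil RNA in the adult libraries. Plac8 went the other way, rising by 1.86 to 3.52, and Ccr2 lay between −2.63 and −0.66, so the list is not uniform. The adult levels were low and uneven (Ngp 51.8 ± 44.7, Ltf 34.4 ± 33.0 and S100a9 20.8 ± 17.0 CPM, SD, n = 2). Cells of the adult libraries other than neutrophils stay open as a source. The neuron, astrocyte, oligodendrocyte lineage, endothelial, border macrophage and lymphocyte lists, 6 of 6, had a median above 0 in at least 1 comparison, but a single other cell type need not move every list, and the lymphocyte list had 1 tested gene.

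Marker lists of other cell types were given as medians, which single genes exceeded: Slc1a3 of the astrocyte list had 200.2 to 519.2 CPM over the groups, Stab1 of the border macrophage list 761.2 to 1383 CPM and Cnp of the oligodendrocyte list 85.9 to 129.7 CPM. Adult, PND8 Ki67-negative, PND8 Ki67-positive, repopulating Ki67-negative and repopulating Ki67-positive cells had medians of 0.720, 2.04, 1.40, 0.950 and 0.433 CPM for 3 neuronal genes. For 8 astrocyte genes these were 1.45, 2.98, 2.02, 1.503 and 1.39 CPM, and for 5 endothelial genes 4.92, 10.6, 9.05, 8.79 and 7.64 CPM. The 5 oligodendrocyte lineage genes had 48.3, 30.2, 24.0, 44.0 and 41.6 CPM. The 7 erythroid genes had 0.550, 4.15, 3.73, 0 and 0 CPM, the 7 monocyte or neutrophil genes 14.4, 0.523, 0.732, 0 and 0.288 CPM, and the lymphocyte list, with Cd79b alone tested, 24.3, 54.9, 46.8, 20.9 and 19.3 CPM. The 9 border macrophage genes had 2.45, 12.9, 4.83, 0.336 and 0.245 CPM.

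At PND8, Lyve1, Igf2 and Enpp2 were lower in Ki67-positive than in Ki67-negative cells, and Lyve1 marks macrophages at the borders of the brain. If RNA of these macrophages were in the Ki67-negative libraries, the other markers should fall as well. The median log2 fold change of the 8 other genes of the border macrophage list was −1.04. Of the list, Stab1 and Mrc1 are also expressed by microglia. Mrc1 went the other way (0.40), and none of the 8 passed the edgeR threshold, with the smallest adjusted p at 0.0565. For Lyve1, at 19.9 ± 10.1 CPM (SD, n = 2), this is consistent with a few border macrophages among Ki67-negative cells. For Igf2 and Enpp2 the single libraries go against that source. Both were higher in PND8 Ki67-negative replicate 1 than in replicate 2, by 1.91 and 1.98 on the log2 scale, while the median over 7 border macrophage genes, without Stab1 and Mrc1, was −0.39. With 2 libraries this excludes nothing, and the source of Igf2 and Enpp2 stays open. Without PND8 Ki67-negative replicate 1 Igf2 and Enpp2 were −1.17 and −1.06.

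H3K27ac lists were more alike within than between groups. The header code as the only cause is argued against. Pairs of different groups that share a code averaged 0.670, below the 0.704 of pairs of the same group, none of which shares a code. The 0.670 pools 4 pairs with the other Ki67 label in the same context (0.733) with 11 pairs of different contexts (0.6475). Without a shared code these kinds of pairs averaged 0.695 and 0.625. The difference between groups thus lay mainly between contexts, not between Ki67 labels. The number of peaks is argued against too, since lists of equal length gave a difference of 0.0658. The same-group value covers 6 pairs, and a smaller effect of the code is not excluded: within PND8 and cuprizone, lists with the other Ki67 label that share a code (0.733) were more alike than lists of the same group (0.722).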
